# Systematic Analysis of Long Noncoding RNA and mRNA in Granulosa Cells during the Hen Ovulatory Cycle

**DOI:** 10.3390/ani11061533

**Published:** 2021-05-25

**Authors:** Liang Li, Xun Deng, Silu Hu, Zhifu Cui, Zifan Ning, Taotao Gui, Xiaoling Zhao, Diyan Li, Yan Wang, Huadong Yin, Lin Ye, Yaofu Tian, Yao Zhang, Hua Li, Qing Zhu

**Keywords:** chicken, granulosa cell, ovulation, luteinizing hormone surge, lncRNA

## Abstract

**Simple Summary:**

Chicken is one of the most economically important farm poultry, and providing many food products, such as meat and eggs for human consumption. However, follicle transcriptome studies in chickens with timepoints relating to changes in luteinizing hormone level remain unknown. In this study, the largest preovulatory follicle of chicken underwent the early, middle, and terminal stages of ovulatory cycle. Our work provides a comprehensive analysis of lncRNAs and mRNAs in chicken granulosa cells during the ovulatory cycle. A total of 12,479 mRNAs and 7528 lncRNAs were identified among the three stages. Thousands of lncRNAs were annotated, and the most differentially abundant genes were detected in the luteinizing hormone surge stage. Functional features of the lncRNAs and mRNAs at each stage were revealed, which was also associated with the changes in serum luteinizing hormone level. Especially, genes related to oxidative stress, steroids regulation, and inflammatory process were enriched in the luteinizing hormone surge stage, The comprehensive data generated in this study provides the foundation for future investigations to improve the reproductive performance of chickens and explore the mechanisms responsible for female ovarian diseases.

**Abstract:**

Long non-coding RNAs (lncRNAs) and mRNAs are temporally expressed during chicken follicle development. However, follicle transcriptome studies in chickens with timepoints relating to changes in luteinizing hormone (LH) levels are rare. In this study, gene expression in Rohman layers was investigated at three distinct stages of the ovulatory cycle: zeitgeber time 0 (ZT0, 9:00 a.m.), zeitgeber time 12 (ZT12, 9:00 p.m.), and zeitgeber time 20 (ZT20, 5:00 a.m.) representing the early, middle, and LH surge stages, respectively, of the ovulatory cycle. Gene expression profiles were explored during follicle development at ZT0, ZT12, and ZT20 using Ribo-Zero RNA sequencing. The three stages were separated into two major stages, including the pre-LH surge and the LH surge stages. A total of 12,479 mRNAs and 7528 lncRNAs were identified among the three stages, and 4531, 523 differentially expressed genes (DEGs) and 2367, 211 differentially expressed lncRNAs (DELs) were identified in the ZT20 vs. ZT12, and ZT12 vs. ZT0, comparisons. Functional enrichment analysis revealed that genes involved in cell proliferation and metabolism processes (lipid-related) were mainly enriched in the ZT0 and ZT12 stages, respectively, and genes related to oxidative stress, steroids regulation, and inflammatory process were enriched in the ZT20 stage. These findings provide the basis for further investigation of the specific genetic and molecular functions of follicle development in chickens.

## 1. Introduction

Chicken (*Gallus gallus*) is one of the most economically crucial domestic poultry worldwide, providing food products such as meat and eggs for human consumption. In recent decades, the laying performance of layers has been significantly improved by artificial selection [1], coupled with consumer preference for better quality eggs. The ovary is a critical organ in the female reproductive system, directly mediating follicle maturation and secretion of endocrine hormones during the ovulatory cycle, and resulting in fecundity in chickens [2,3]. In laying chickens, a strict follicular hierarchy is maintained, which comprises the large yellow follicle (usually F1–F5), small yellow follicles (SYF), and small white follicles (SWF) [4]. The dominant follicle rapidly develops from the F5 follicle to the F1 follicle before ovulation. Subsequently, the mature F1 follicle is triggered to ovulate from the ovary by the daily luteinizing hormone (LH) surge [5,6]. The stability of the ovulatory cycle is vital for high laying performance in chickens. The ovulatory cycle usually lasts approximately 24–25 h [7] and is reported to be synchronized by a surge of LH secretion [8,9]. Granulosa cells also play an essential role in follicle development and ovulation [10,11] by synthesizing estradiol and progesterone in response to the stimulation of LH [12], and this synthesis process predominantly occurs in the largest yellow follicle (F1) [13].

Several studies have analyzed the chicken transcriptome during follicle development at different hierarchy follicles, including follicle selection and growth [14,15,16,17]. For example, Shen et al. performed a comprehensive chicken circRNAome during three development stages of follicular theca cells, including small yellow follicles (SYF), the smallest hierarchical follicles (F6), and the largest hierarchical follicles (F1). A total of 5622 circRNAs were identified in all developmental stages, which involved metabolic and immune processes [18]. Several studies evidence that lncRNAs are instrumental in follicular development [19,20,21]. However, chicken transcriptome studies based on LH level changes have not yet been performed during the ovulatory cycle.

In this study, a comprehensive analysis of granulosa cells of the largest hierarchical follicles (F1) in chickens at zeitgeber time 0 (ZT0), zeitgeber time 12 (ZT12), and zeitgeber time 20 (ZT20) stages, which are closely linked to the regulation of the hypothalamus-pituitary-ovary axis to maintain the ovulatory cycle, was performed. Ribo-Zero RNA sequencing (RNA-seq) analysis of the granulosa cells revealed the enriched functional features at each stage. The findings of this study will facilitate a better understanding of transcriptomic changes in chicken follicle development, especially those obtained based on changes in serum LH levels, and will also provide a reference for future studies on female ovarian diseases.

## 2. Materials and Methods

### 2.1. Animal Preparation and Sample Collection

Three hundred healthy Rohman layers were housed with water ad libitum and exposed to a 16-h light and 8-h dark photoperiod per day. The oviposition time of each chicken was monitored from 6:00 a.m. to 6:00 p.m. for 70 days and was precisely recorded to predict the ovulatory cycle. At 210 days old, chickens that stably lay eggs between 7:00 and 8:00 a.m. were selected for further experiments. LH concentration was measured in chicken serum during the ovulatory cycle (4-h intervals from ZT0 to ZT24 and six repetitions for each stage) using LH ELISA Test Kits (Shanghai Jianglai Biotech, Shanghai, China) according to the manufacturer’s instructions. Chickens were randomly assigned into three groups (*n* = 3 for each group), which were euthanized at 9:00 a.m. (ZT0), 9:00 p.m. (ZT12), and 5:00 a.m. (ZT20), respectively. Granulosa cells were harvested from the largest preovulatory follicle (F1), immediately transferred into liquid nitrogen, and then stored at −80 °C until subsequent RNA isolation. The F1 follicle in each stage was also embedded in paraffin and stained with hematoxylin and eosin (H&E) to evaluate follicle growth.

### 2.2. RNA Extraction, Library Construction, and Sequencing

Total RNA was extracted using TRIzol reagent (Invitrogen, CA, USA) following the manufacturer’s instructions. The integrity and concentration of total RNA were evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) and NanoDrop spectrophotometer (Nanodrop Technologies, Wilmington, DE, USA). RNA-seq complementary DNA (cDNA) libraries were generated with the Ribo-ZeroTM Gold Kit (Illumina, San Diego, CA, USA) and then sequenced on an Illumina NovaSeq platform at Novogene Corporation (Beijing, China). Further analyses were based on high-quality data.

### 2.3. Transcriptome Annotation and Classification

Processed reads from each sample were mapped to the chicken reference genome (Gallus_gallus v.6.0 from Ensemble) using STAR (v2.6.0c) [22] to identify mRNA transcripts. LncRNA transcripts were then obtained with the following protocol: (1) mapped reads of the samples were assembled by Cufflinks (v.2.1.1) [23] and transcripts with a clipped exon (first or last exon with length no more than 15 nt) and expression levels lower than 0.1 were removed using a custom script (Additional file 1); (2) Transcripts (transcript length ≤ 250 bp) were removed using AssemblyLine (v.0.2), and remaining transcripts were merged using TACO (with the primary function: taco run) [24]; (3) Transcripts that were annotated as protein-coding genes (PCG) were filtered out with a custom script (Additional file 1), and the remaining transcripts were performed to exclude any protein-coding potential; (4) To identify the coding potential of lncRNAs, the putative non-coding transcripts were translated into their possible protein sequences (all six reading frames) with Transeq, which is part of the EMBOSS package. Significant domain hits against the Pfam (v.31) database were calculated using PfamScan (v.1.6) [25] and PCG transcripts in the reference genome. CPC2 (coding potential calculator v.2.0) [26] was used to assess coding potential in both strands of the remaining sequences, and the transcripts labeled as “non-coding” in the output result were retained. Transcripts identified as non-coding by CPC2 and PfamScan were considered to be lncRNAs. Options for the various bioinformatics tools were also presented in Additional File 1. To classify lncRNAs, the classifier module of the program FEELnc (v.0.2) [27] was utilized, which can categorize lncRNAs based on their genomic localization.

### 2.4. Differential Expression Analysis

Quantification of lncRNA and mRNA expression in each sample was calculated by Kallisto (v2.1.1) [28]. The mRNA and lncRNA that an expression value greater than 0.1 transcripts per kilobase million (TPM) in at least one library were considered expressed and were selected for further differential expression analysis. The differential expression analysis was performed using the DESeq2 R package (v3.12), with |log2 (fold change)| > 1 and adjusted *p*-value < 0.05 as the cut-offs for statistical significance.

### 2.5. Short Time-Series Expression Miner Analysis

Differentially expressed lncRNAs (DELs) and differentially expressed genes (DEGs) were clustered using the short time-series expression miner (STEM) clustering algorithm to identify temporal gene expression profiles in chicken granulosa cells during the ovulatory cycle. The colored modules profiles were significantly enriched clusters (Bonferroni-adjusted *p*-value < 0.05).

### 2.6. Functional Enrichment Analysis

The functions of lncRNAs were predicted based on the cis targets that were co-localized with DEGs. DEGs within 100 kb upstream and downstream of the lncRNA were considered as nearby protein-coding genes. Pearson’s correlation coefficients between the expression of DELs and DEGs were calculated using Hmisc (an R package from https://cran.r-project.org/, accessed on 7 May 2021 v4.5.0), and the cut-offs |r| > 0.95 and *p*-value < 0.05 were considered to indicate a positive correlation between DELs and DEGs. The DEGs and cis targets were subjected to Gene Ontology (GO) enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) functional enrichment analysis using the Metascape online tool [29]. GO terms and KEGG pathways with a Benjamini-adjusted *p*-value < 0.05 were considered significantly enriched in each list of up- and down-regulated DEGs and DELs.

### 2.7. Cell Culture and LH Treatment

Granulosa cells (from the chicken follicle) were cultured in Dulbecco’s modified Eagle’s medium (DMEM, Gibco, Carlsbad, CA, USA) containing 10% FBS (Gibco) and 1% penicillin/streptomycin (Gibco) at 37 °C in a humidified 5% CO_2_ atmosphere. Cells were reset with 100 nM dexamethasone (DXM, Sigma Chemical Co., St. Louis, MO, USA) for 1 h, washed twice with a serum-free medium by centrifugation at 200× *g* for 5 min, and were then treated with 100 ng/mL LH (Sigma Chemical Co.) for 24 h. Cells without LH treatment were used as a control. After incubation for 24 h, the cultured cells were harvested for RNA isolation to validate the lncRNA and mRNA expression.

### 2.8. Quantitative Real-Time PCR Validation

Primers for DELs and DEGs (Table S1) were designed using Primer 3.0 software and checked with the NCBI Primer-BLAST tool. cDNAs were synthesized from RNA using a PrimeScript™RT Kit with gDNA Eraser (Takara Biotechnology Co., Dalian, China). Quantitative real-time PCR analysis was performed with SYBR Premix Ex Taq II kit (Takara Biotechnology Co., China) using a CFX96 Real-Time PCR detection system (Bio-Rad, Richmond, CA, USA). Relative expression values were obtained using the 2^−ΔΔCT^ method and normalized using the housekeeping gene *GAPDH*.

### 2.9. Statistical Analysis

Statistical analysis was performed using SigmaPlot 12.0 and Microsoft Excel. Student’s *t*-test or one-way ANOVA followed by Tukey’s HSD (Honestly Significant Difference) test were used to analyze gene expression in multiple comparisons. Pearson’s correlation analysis was used for pairwise comparisons of RNA-seq and qRT-PCR data.

## 3. Results

### 3.1. Changes in LH level and Histological Analyses of Chicken Follicle

Chicken oviposition was monitored for 70 days to ascertain ovulation timing and obtain samples with the same ovulatory cycle. LH levels in chicken serum were determined and the highest concentration was recorded at the ZT20 stage (44 ng/L) (Figure 1a). Nine chickens that ovulated simultaneously (approximately 8:00 a.m.) and continued to lay for at least 30 days were selected for further experiments. The chickens were randomly assigned to three groups—ZT0 ZT12, and ZT20—representing distinct stages of the ovulatory cycle. H&E staining of the F1 follicle in each group showed that the granulosa layer of the follicle at ZT20 was thinner with fewer granulosa cells than the ZT12 and ZT0 stages (Figure 1b).

### 3.2. Expression Pattern of lncRNAs and mRNAs

A total of 153.64 Gb of raw data with 150-bp paired-end sequences were generated. Low-quality and adaptor sequences were filtered out, and an average of ~16.9 Gb high-quality RNA-seq data remained (Table 1), which were then subjected to biological information analysis.

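Granulosa cells of the F1 follicle, the largest of the preovulatory follicles, were taken from 3 hens at each of the 3 stages, and the 9 samples were sequenced as separate libraries after depletion of ribosomal RNA. Table 1 gives 54270570 to 60354655 raw read pairs per library at the ZT0 stage (median 56376040), 47927165 to 67301276 at ZT12 (median 61112368) and 52926730 to 58567244 at ZT20 (median 53311100). The GC content of the reads in Table 1 was 47.84 to 48.92% at ZT0, 51.37 to 55.09% at ZT12 and 47.93 to 54.05% at ZT20. The authors aligned the reads, assembled lncRNA transcripts and quantified both kinds of transcript with Kallisto, and deposited one table of mRNAs and one of lncRNAs on a log2 scale. The mRNA values were read as log2(TPM + 1). The lncRNA values start at 1 and were read as log2(TPM + 2), because the summed TPM of mRNAs then fell by 1.15 for each unit by which that of lncRNAs rose across libraries, against 2.30 if they were read as log2(TPM + 1) plus 1. With the first reading both tables together summed to 972378 to 983179 TPM per library. TPM values keep no depth, so the number of reads behind a single value is unknown. Differences between stages were tested with limma on log2(TPM + 1), so a log2 fold change understates the change of transcripts with low TPM. Lanes, dates and batches of the libraries are not used here.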

From the filtered data, 12,479 mRNAs and 7528 candidate lncRNAs (TPM > 0.1 in at least one replicate) were identified. 

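In the deposited tables 12479 mRNAs and 7528 lncRNAs are listed. Above 0.1 TPM in at least 1 of the 9 libraries were 12472 mRNAs and 7414 lncRNAs, and these were tested. Of the others, 4 mRNAs and 38 lncRNAs are listed at 0 in every library. Per library, 11805 to 12181 mRNAs and 5299 to 6300 lncRNAs were above 0.1 TPM. The lowest numbers of both kinds came from ZT12 replicate 3. The share of all TPM that belonged to lncRNAs was 12.6% ± 0.726 (SD, n = 3) at ZT0, 12.3% ± 1.90 (SD, n = 3) at ZT12 and 12.5% ± 0.898 (SD, n = 3) at ZT20. The stage means of this share differed by less than its SD between hens. A single lncRNA, G13445, made up 34.1 to 54.0% of the lncRNA TPM, so the share need not describe the other lncRNAs. The share also depends on reading the lncRNA values as log2(TPM + 2).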

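The median TPM of the expressed lncRNAs lay between 0.393 and 1.28 in the 9 libraries, and that of the expressed mRNAs between 9.79 and 15.2. On the log2(TPM + 1) scale the lncRNA median was lower than the mRNA median in 9 of 9 libraries, with a mean difference of -2.76 ± 0.146 (SD, n = 9; exact sign-flip permutation test, two-sided, p = 0.00391, the smallest that 9 libraries allow). The difference was -2.12 when only transcripts with at least 1 TPM in at least 3 libraries were kept and -3.59 with a pseudocount of 0.1. Transcript lengths were not analysed here.

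**Figure D1:**
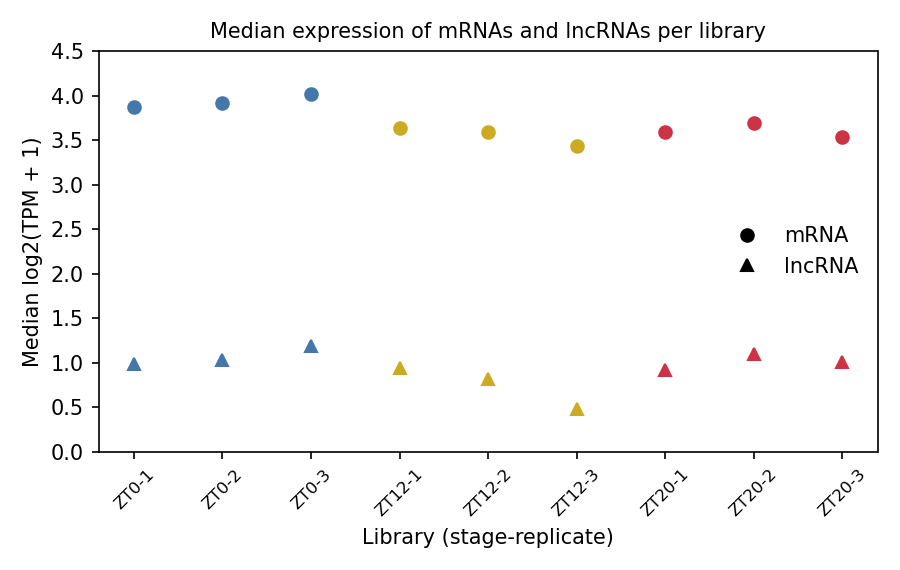
Median log2(TPM + 1) of the expressed mRNAs (circles) and lncRNAs (triangles) in each of the 9 libraries, coloured by stage. Every mRNA median lies above 3.4 and every lncRNA median below 1.2.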

Expression of lncRNAs was lower than that of the mRNA transcripts, and the transcript length of lncRNAs was also shorter than that of the mRNA transcripts (Additional file 2a,b). The lncRNAs had fewer exons compared with the mRNAs; the average number of exons in the lncRNAs was two, while that in the mRNAs was seven (Additional file 2c, Table S2), and the sequences of lncRNAs were available in Additional file 3. The lncRNAs were classified into eight groups, including 728 antisense exon lncRNAs, 369 antisense intron lncRNAs, 678 intergenic lncRNAs, 1920 intronic lncRNAs, 292 sense same strand lncRNAs, 126 convergent lncRNAs, 205 divergent lncRNAs, and 3210 other lncRNAs (Additional file 1d).

To reveal dynamic expression changes in RNA transcripts from different stages of the F1 follicle during the ovulatory cycle, hierarchical clustering analyses were performed on transcripts among three different developmental stages, showing maximal expression in granulosa cells of the F1 during the ovulatory cycle (Figure 2a). The t-distributed stochastic neighbor embedding (t-SNE) analysis was performed based on lncRNA and mRNA expression profiles (Figure 2b). 

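The separation of the ZT20 libraries was tested as the mean Pearson's r between ZT0 and ZT12 libraries minus the mean r between ZT20 and all other libraries, across genes on log2(TPM + 1). The difference was 0.141 for the 12472 mRNAs and 0.155 for the 7414 lncRNAs. For both kinds of transcript, 10 of the 840 ways to name 3 libraries ZT20 and to split the other 6 gave a difference as large (exact permutation test, one-sided, p = 0.0119). All 10 name the same 3 libraries ZT20. Genes are not independent replicates, and the test permutes libraries.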

The findings revealed that the samples were grouped into two distinct groups based on the developmental stage: the pre-LH surge stage (ZT0 and ZT12 stages) and the LH surge stage (ZT20 stage). Thus, expression patterns of the same gene in each stage of the ovulatory cycle were consistent between samples, and all samples from the three stages typically clustered into distinct groups. A greater difference was detected both in lncRNAs and mRNAs expression between the ZT12 and ZT20 stages, while a similar expression was observed between the ZT0 and ZT12 stages. These findings indicated that gene expression levels were correlated among the biological replicates of each stage, and genes had a similar expression in the pre-LH surge stage, but a distinct expression occurred in the LH surge stage. 

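Across mRNAs, the mean Pearson's r of the 9 library pairs that join ZT0 and ZT12 was 0.970 (0.957 to 0.979). It was 0.825 (0.816 to 0.831) for the 9 pairs that join ZT12 and ZT20, and 0.833 (0.823 to 0.839) for ZT0 and ZT20. Across lncRNAs the means were 0.927 (0.859 to 0.957) for ZT0 and ZT12, 0.757 (0.724 to 0.781) for ZT12 and ZT20, and 0.787 (0.773 to 0.801) for ZT0 and ZT20. Thus the ranges for ZT0 and ZT12 did not overlap those for either stage pair with ZT20.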

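Within stages, the mean r across mRNAs was 0.982 at ZT0, 0.985 at ZT12 and 0.980 at ZT20, each over 3 library pairs. Across lncRNAs it was 0.960 at ZT0, 0.930 at ZT12 and 0.957 at ZT20, and the lowest pair, at ZT12, had 0.907. The mean r within stages exceeded that between stages by 0.106 for mRNAs and 0.126 for lncRNAs. The real grouping gave the largest difference of the 280 groupings into 3 threes for both (exact permutation test, one-sided, p = 0.00357, the smallest possible). The mean between stages includes the pairs with ZT20. For ZT0 with ZT12 the mean r was 0.970 for mRNAs and 0.927 for lncRNAs, so these 2 stages were set apart far less. No 2 libraries held identical values. The paper states, after its hierarchical clustering and t-SNE, that expression was similar before the LH surge and distinct during it.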

The comprehensive catalog of lncRNAs and mRNAs in the chicken follicle generated in this study could serve as a foundation for understanding the functions of lncRNAs and mRNAs in chicken follicle development during the ovulatory cycle.

### 3.3. Functional Enrichment Analysis of Differentially Expressed mRNAs

Changes in plasma LH levels indicated that LH concentration reached a relatively high level in the ZT20 stage (44 ng/L) during the ovulatory cycle (Figure 1a). Therefore, functional enrichment analysis of the DEGs between the ZT12 vs. ZT0 group and ZT20 vs. ZT12 group was conducted to investigate the physiological changes acting on the F1 follicle during the ovulatory cycle. A total of 523 and 4531 DEGs were detected in the ZT12-ZT0 and ZT20-ZT12 groups, respectively. 

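By limma with Benjamini-Hochberg adjustment, at the paper's thresholds of an absolute log2 fold change above 1 and an adjusted p under 0.05, 481 mRNAs were DEGs between ZT12 and ZT0 and 3465 between ZT20 and ZT12, of 12472 tested. Without the fold change threshold there were 2089 and 6638. The libraries of the 2 stages did not overlap for 45.2% of mRNAs between ZT12 and ZT0 and for 61.4% between ZT20 and ZT12. Chance gives 10% where no shift is common to many mRNAs. The median ratio of each library, a scale factor, was 1.12 to 1.21 at ZT0 and 0.83 to 0.96 at ZT12. Such a common shift can therefore raise the 45.2%, and the 10% is no fair baseline for it. The alternative that lowered the first count most added the GC content of the libraries as a covariate and was chosen after seeing the data. It left 4 DEGs, while 2157 mRNAs had an unadjusted p under 0.05. The GC contents of the ZT0 and ZT12 libraries do not overlap. The same covariate left the second count within 1.5 times its value.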

Of these DEGs, 285 were up-regulated and 238 were down-regulated in the ZT12-ZT0 group, while 2095 were up-regulated and 2436 were down-regulated in the ZT20-ZT12 group (Figure 3a, Table S3). These results indicated a distinct expression pattern occurred between the ZT20 and ZT12 stages. 

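Of the 481 DEGs between ZT12 and ZT0, 67 were higher and 414 lower at ZT12. The median log2 fold change of all tested mRNAs was -0.28, and with each library scaled by its median ratio it was -0.02, with 203 DEGs of which 101 were higher and 102 lower. Between ZT20 and ZT12, 2001 were higher and 1464 lower at ZT20, with a median log2 fold change of all mRNAs of 0.08. Median ratio scaling gave 1886 higher and 1643 lower, quantile normalization 1757 and 1770, and the rescaling without the 10 highest genes, chosen after seeing the data, 1866 and 1932, so which side is larger depends on the scaling. The paper's list in Table S3 has 523 genes for ZT12 and ZT0 that are also among the tested mRNAs. All 523 had the same direction here, and 249 were called, with the list made by the paper from the same libraries. Among the 1824 mRNAs with a symbol in the part of Table S2 used here, the largest rise at ZT20 over ZT12 belonged to ASL2 (ENSGALG00000002576, chromosome 19, 4919234 to 4928185). Its TPM was 0.356 ± 0.0304 (SD, n = 3) at ZT12 and 740 ± 131 (SD, n = 3) at ZT20. SLC6A17 (log2 fold change 7.17) and HVCN1 (7.09) followed. ENSGALG00000033535, without a symbol there, rose by 11.4 on the log2 scale, against 9.08 for ASL2. Of the 1824 mRNAs, RHOC (ENSGALG00000001569, chromosome 26, 3550497 to 3556153) fell most, by 4.98 on the log2 scale (standard error 0.257, adjusted p = 1.7e-07 from limma), WSCD2 fell by 4.71, and SRC fell by 4.48. Between ZT12 and ZT0, SERPINF1 rose by 1.72 (standard error 0.201, adjusted p = 0.00434 from limma), and KCNJ5 fell by 3.64, with 27.9 TPM in ZT12 replicate 2 and 0.55 and 0.405 TPM in the other ZT12 libraries. The fall of KCNJ5 was not called under median ratio scaling (adjusted p = 0.0766 from limma, with 0.000121 to 0.0974 over all its alternatives). SLC6A4 fell by 3.40, CYP3A4 fell by 2.87, and C1QTNF12 rose by 1.39.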

Besides, more DEGs were detected in the ZT20-ZT12 group than in the ZT12-ZT0 group. These findings were also consistent with the results of hierarchical clustering and t-SNE analyses, suggesting that a massive physiological change related to the surge of LH concentration occurred at the ovulatory period of follicle development.

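The comparison of ZT20 with ZT0, for which the paper's text gives no count, gave 3512 DEGs, of which 1442 were higher and 2070 lower at ZT20. With each library left out in turn, the DEGs between ZT20 and ZT12 numbered 3427 to 3509, and those between ZT12 and ZT0 196 to 699. Each of these 9 fits had more DEGs between ZT20 and ZT12.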

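The members of the terms enriched among the DEGs between ZT12 and ZT0 could be followed only in part. They needed a symbol paired with an identifier in the part of Table S2 used here. Among the terms of genes higher at ZT12, CALCRL and RAMP1 stand for receptor metabolic process (2 of 11 genes) and EDN2 and PRLR for lipid biosynthetic process (2 of 13). All 4 were higher at ZT12, neither receptor gene was called, and of the 2 lipid genes 1 was called: PRLR, on chromosome Z from 10611245 to 10642043, with a TPM of 27.1 ± 11.3 (SD, n = 3) at ZT0 and 61.7 ± 22.8 (SD, n = 3) at ZT12 (log2 fold change 1.20, standard error 0.341, adjusted p = 0.0408 from limma). It was not called in 7 of the 9 fits that each left out a library. None of the 5 genes listed for membrane lipid biosynthetic process had an identifier in that part. Among the terms of genes lower at ZT12, 5 of 20 genes of the cellular response to growth factor stimulus had an identifier: ADAMTSL2, CLDN5, FBN1, MAPT and MYOCD. Their log2 fold changes ranged from -1.68 to -0.62, and 3 were called. Of the 12 genes listed there for response to steroid hormone, only ACSBG1 had one, and it fell by 0.94 without being called. The paper chose these genes for their direction in the same libraries, so their direction is no independent check. Enrichment itself was not analysed here.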

Functional enrichment analyses of the DEGs in the ZT12-ZT0 and ZT20-ZT12 groups revealed that the DEGs up-regulated in the ZT12-ZT0 group were enriched in receptor metabolic process (GO:0043112), membrane lipid biosynthetic process (GO:0046467), and lipid biosynthetic process (GO:0008610), hallmark estrogen response early (M5906), response to progesterone (GO:0032570) (Figure 3b,c, Table S4), while the DEGs down-regulated in the ZT12-ZT0 group were mainly enriched in the cellular response to growth factor stimulus (GO:0071363), transforming growth factor-beta receptor signaling pathway (GO:0007179), response to steroid hormone (GO:0048545), MAPK signaling pathway (hsa04010), and response to steroid hormone (GO:0048545) (Figure 3b,c, Table S4). Similarly, DEGs up-regulated in the ZT20-ZT12 group were enriched in cell morphogenesis involved in differentiation (GO:0000904), regulation of hormone levels (GO:0010817), response to oxygen levels (GO:0070482), cellular response to hormone stimulus (GO:0032870), steroid metabolic process (GO:0008202), and response to steroid hormone (GO:0048545). 

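Of the genes Table S4 lists for these terms among the up-regulated DEGs, only those with an identifier in the part of Table S2 used here were followed. All of them were higher at ZT20 than at ZT12. For response to oxygen levels they were 12 of 63 genes, with a median log2 fold change of 2.32 (1.54 to 4.62), and all 12 were called. For cellular response to hormone stimulus 9 genes had one, with a median of 1.98. For steroid metabolic process 7 of 36 genes had an identifier and 6 of the 7 were called, with a median of 2.61. For response to steroid hormone 6 of 43 had one and 5 of the 6 were called, with a median of 2.36. Table S4 also lists response to steroid hormone among the down-regulated DEGs, with 51 genes. Of these, 9 had an identifier, all 9 were lower at ZT20, with a median of -1.21, and 6 were called. The genes were chosen by the paper for their direction in the same libraries, so that direction is no independent check.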

The up-regulated DEGs in this group were also enriched in regulation of inflammatory response (GO:0050727), acute inflammatory response to antigenic stimulus (GO:0002438), ovulation (GO:0030728), ovulation cycle process (GO:0022602), progesterone-mediated oocyte maturation (hsa04914), and estrogen signaling pathway (ko04915) (Figure 3d,e, Table S4). 

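For regulation of inflammatory response, 6 of the 56 listed genes had an identifier: ADA, GPRC5B, PROC, SEMA7A, SERPINF1 and VPS35. All 6 were higher at ZT20, by 0.84 to 2.38 on the log2 scale, and 4 were called. For ovulation, 2 of the 9 listed genes had one. GAS2 had a TPM of 74.3 ± 5.76 (SD, n = 3) at ZT12 and 263 ± 47.8 (SD, n = 3) at ZT20, and SIRT1 10.8 ± 1.77 (SD, n = 3) and 70.8 ± 9.07 (SD, n = 3), both with the 3 ZT20 libraries above the 3 ZT12 libraries. The genes of both terms were listed by the paper for their rise in these libraries, so the rise is no independent check.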

DEGs down-regulated in the ZT20-ZT12 group were mainly enriched in lipid biosynthetic process (GO:0008610), lipid modification (GO:0030258), cellular response to lipid (GO:0071396), and metabolism of lipids (R-HSA-556833). 

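For lipid biosynthetic process, 14 of the genes listed among the down-regulated DEGs had an identifier, and all 14 were lower at ZT20, with a median log2 fold change of -1.20 (-2.11 to -0.74), and 10 were called. Table S4 lists the same term among the up-regulated DEGs, and the 11 genes with an identifier there had a median of 2.61, and 10 were called. Of the genes with an identifier, 5 of 7 were called for lipid modification and 9 of 10 for cellular response to lipid. For metabolism of lipids 7 of 10 were called. All of these genes were lower at ZT20. The paper counts 42, 73 and 104 genes for these terms. It listed the genes of all lipid terms by their direction in the same libraries, so that direction is no independent check. NR5A1, on chromosome 17 from 9914203 to 9930043, had a TPM of 309 ± 45.0 (SD, n = 3) at ZT0, 178 ± 32.9 (SD, n = 3) at ZT12 and 42.4 ± 10.4 (SD, n = 3) at ZT20, and fell by 2.06 on the log2 scale between ZT12 and ZT20 (standard error 0.203, adjusted p = 1.48e-05 from limma).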

(Figure 3d,e, Table S4).

### 3.4. Functional Enrichment Analysis of Differentially Expressed lncRNAs

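Among 7414 lncRNAs tested with limma and Benjamini-Hochberg adjustment at the thresholds used for mRNAs, 6 were DELs between ZT12 and ZT0, while 1874 had an unadjusted p under 0.05. Between ZT20 and ZT12 there were 1541 DELs. When mRNAs and lncRNAs entered one fit, which moved the first count most, 238 lncRNAs were called between ZT12 and ZT0. A pseudocount of 0.1 gave 2474 DELs between ZT20 and ZT12.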

A total of 211 and 2367 DELs were detected in the ZT12-ZT0 and ZT20-ZT12 groups, respectively. Of these DELs, 55 were up-regulated and 156 were down-regulated in the ZT12-ZT0 group, while 1569 were up-regulated and 798 were down-regulated in the ZT20-ZT12 group (Figure 4a, Table S5). 

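Of the 6 DELs between ZT12 and ZT0, 1 was higher and 5 were lower at ZT12. The higher one, G113, is listed at 0 in every ZT0 and ZT20 library, and had 8.19, 5.07 and 2.74 TPM in the 3 ZT12 libraries. Of the lower ones, G16863 had 3.69 ± 0.536 TPM (SD, n = 3) at ZT0 and is listed at 0 in 2 of the 3 ZT12 libraries, and G16861 had 3.40 ± 1.65 TPM (SD, n = 3) at ZT0 and 0.0400 ± 0.0693 (SD, n = 3) at ZT12. Of the 211 lncRNAs in the paper's list for this comparison, all 211 had the same direction here, with the list made by the paper from the same libraries. Of the 1541 DELs between ZT20 and ZT12, 1185 were higher and 356 lower at ZT20, while the median log2 fold change of all lncRNAs was 0.18. Scaling each library by its median ratio gave 786 higher and 642 lower, with 1142 DELs shared with the unscaled values. G3989 rose most, from 0.119 ± 0.163 TPM (SD, n = 3) at ZT12 to 170 ± 74.1 (SD, n = 3) at ZT20, and G13736 fell most, from 137 ± 106 (SD, n = 3) to 0.256 ± 0.443 (SD, n = 3). G6488 followed with a log2 fold change of 7.04, and G9266 fell by 4.77.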

Consistent with the DEGs data, more DELs were detected in the ZT20-ZT12 group than in the ZT12-ZT0 group. 

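The DELs between ZT20 and ZT0, a comparison for which the paper's text gives no count, numbered 1355, with 667 higher and 688 lower at ZT20. Across the 9 fits that each left out a library, 1326 to 1647 lncRNAs were DELs between ZT20 and ZT12 and 2 to 17 between ZT12 and ZT0.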

LncRNAs can act alongside cis factors, but diffusion or transport to other cellular compartments render these lncRNA transcripts too dilute to mediate a plausible function [30]. Therefore to predict the functional role of lncRNAs identified in this study, the DEGs within the 100-kb upstream and downstream regions of each DEL were assumed to act as cis target genes [31]. 

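Positions of 297 of the 1541 DELs and 525 of the 3465 DEGs between ZT20 and ZT12 are in the part of Table S2 used here, in the coordinates of the paper's genome build. Within 100 kb of each other lay 67 pairs of a DEL and a DEG, made of 34 DELs and 46 DEGs. In 45 of the 67 pairs (67.2%) both changed in the same direction, against 50.4% on average when the directions of the DEGs were re-paired at random (10000 re-pairings, one-sided permutation p = 0.0085). Within 10 kb it was 8 of 15 pairs (53.3%, p = 0.502 from the same permutation test), and for intergenic lncRNAs 5 of 11 (45.5%, against 52.0% after re-pairing). The pairs share DELs and DEGs, and random re-pairing does not keep neighbouring DEGs together, so these p-values can be too small.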

Only a few cis target genes of DELs in the ZT12-ZT0 group were detected, therefore functional enrichment analysis focused on DEGs located near the DELs in the ZT20-ZT12 group to explore their functions during the LH surge period. 

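Between ZT12 and ZT0, 1 DEL and 87 DEGs had a position, and no pair of them lay within 100 kb.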

Targets of up-regulated DELs in the ZT20-ZT12 group were related to cell morphogenesis involved in differentiation (GO:0000904), cellular response to hormone stimulus (GO:0032870), signaling by receptor tyrosine kinases (R-HSA-9006934), regulation of MAPK cascade (GO:0043408), response to steroid hormone (GO:0048545), and response to oxygen levels (GO:0070482) (Figure 4b, Table S6). On the other hand, targets of down-regulated DELs in the ZT20-ZT12 group were enriched in lipid biosynthetic process (GO:0008610), the developmental process involved in reproduction (GO:0003006), hallmark estrogen response early (M5906), cellular response to lipid (GO:0071396), and metabolism of lipids (R-HSA-556833) (Figure 4b, Table S6).

### 3.5. Temporal Gene Expression Patterns of mRNAs and lncRNAs

Global expression patterns of the lncRNAs and mRNAs were further examined by performing a time-series analysis using the STEM tool to identify clusters of DELs and DEGs with similar patterns of expression across three developmental stages of the ovulatory cycle. A total of 3829 mRNAs and 1878 lncRNAs were assigned into nine clusters, respectively (Additional file 4), of which three and four clusters were significantly enriched (*p*-value ≤ 0.05) for mRNAs and lncRNAs, respectively (Figure 5a, Tables S7 and S8). In these cluster profiles, the expression patterns of mRNAs and lncRNAs were similar during the ovulatory cycle. 

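The lists of cluster 10 in Tables S7 and S8 hold 1442 mRNAs and 894 lncRNAs, all of them among the tested transcripts. The mean log2(TPM + 1) of the 894 lncRNAs was 1.52 ± 0.186 (SD, n = 3 hens) at ZT0, 1.06 ± 0.281 (SD, n = 3) at ZT12 and 3.18 ± 0.0778 (SD, n = 3) at ZT20, and that of the 1442 mRNAs was 2.50 ± 0.124 (SD, n = 3) at ZT0 and 2.14 ± 0.107 (SD, n = 3) at ZT12. All 1442 mRNAs and all 894 lncRNAs were higher at ZT20 than at ZT12, with median log2 fold changes of 2.10 and 1.88, and 1353 and 788 were called. The clusters were made from these libraries, so the direction within them is fixed by their making. An exact permutation test of 3 hens against 3 cannot give a p under 0.1.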

For example, cluster 10 featured in the profiles of both mRNAs and lncRNAs, with 1442 mRNAs and 894 lncRNAs assigned to this cluster, and showing a significant difference in gene expression between the ZT20 and ZT12 stages (Figure 5b). These clusters with a similar expression pattern for mRNAs and lncRNAs suggested that the functions of lncRNAs may be predominantly correlated with these mRNAs. Therefore, the role of mRNAs in cluster 10 was analyzed. The genes in cluster 10 were primarily enriched in response to extracellular stimulus (GO:0009991), regulation of MAPK cascade (GO:0043408), hallmark estrogen response early (M5906), response to oxygen levels (GO:0070482), response to steroid hormone (GO:0048545), sterol homeostasis (GO:0055092), hallmark inflammatory response (M5932), and ovulation (GO:0030728) (Figure 5c, Table S9). As these cluster 10 genes were highly expressed at the ZT20 stage, the enriched functions were congruent with previous results. Thus, these findings suggested that the dynamic function of the F1 follicle was correlated to changes in LH level and consistent with the results mentioned above during the ovulatory period.

### 3.6. Dynamic Expression of Follicular Steroid-Related Genes

To investigate changes in gene expression during follicle development, the dynamic expression of steroid-related genes at the ZT0, ZT12, and ZT20 stages was explored. There were more transcripts per kilobase million (TPM) at the ZT20 stage than at the other two stages (Figure 6a). 

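Of the 75 genes Table S4 lists as up-regulated for response to steroid hormone and steroid metabolic process, 11 (14.7%) had an identifier in the part of Table S2 used here. The values here are those of the 11, a choice made after seeing the data. Their mean TPM was 167 ± 56.6 (SD, n = 3) at ZT0, 148 ± 17.3 (SD, n = 3) at ZT12 and 1455 ± 258 (SD, n = 3) at ZT20, with all 3 ZT20 libraries above all others (exact permutation test, two-sided, p = 0.1 against ZT12, the smallest that 3 against 3 allow). STAR held 84.8% of the TPM of the 11 genes at ZT20. Without STAR the mean of the other 10 was 9.61 ± 2.13 (SD, n = 3) at ZT12 and 243 ± 19.2 (SD, n = 3) at ZT20. CDO1 rose from 18.2 ± 4.65 (SD, n = 3) at ZT12 to 1980 ± 184 (SD, n = 3) at ZT20. All 11 genes were higher at ZT20 than at ZT12, and 9 were called. The paper listed them for that rise in the same libraries, so it is no independent check. Genes that Table S4 lists as down-regulated are not among the 11. For response to steroid hormone, 9 of 51 such genes had an identifier, all 9 were lower at ZT20, and 6 were called.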

Due to the lack of lncRNA annotation libraries, gene expression correlation among samples was calculated to predict functional coregulation. A correlation analysis of lncRNAs and DEGs associated with steroid, including 75 genes enriched in the cellular response to steroid hormone stimulus (GO:0071383), response to steroid hormone (GO:0048545), and steroid metabolic process (GO:0008202) was then performed. 

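The lncRNA G13560 had a TPM of 87.1 ± 9.62 (SD, n = 3) at ZT0, 40.0 ± 21.1 (SD, n = 3) at ZT12 and 252 ± 37.3 (SD, n = 3) at ZT20, and ranked 45 of 7414 lncRNAs by mean TPM at ZT20. Between ZT20 and ZT12 its log2 fold change was 2.79 (standard error 0.433, adjusted p = 0.000374 from limma with Benjamini-Hochberg adjustment), and median ratio scaling gave 2.11. Because the 9 libraries fall into separate stages, its relation to the steroid-related genes was computed within the 6 ZT0 and ZT12 libraries. There, between log2(TPM + 1) of G13560 and the log2 of the summed TPM (plus 1) of the 11 genes that could be followed, Pearson's r was 0.321 (exact permutation test, two-sided, p = 0.531, adjusted 0.564 over 4 relations) and Spearman's rho 0.600 (exact permutation p = 0.242, adjusted 0.242). Without the 2 libraries farthest from the median of G13560, r was -0.0693. With the mean log2(TPM + 1) of the genes in place of the log2 of their sum, r was 0.850 (exact permutation p = 0.0278). The ZT0 and ZT12 libraries do not overlap in G13560, and this test ignores their stage, so the 0.850 cannot be told apart from a difference between ZT0 and ZT12. With stage means subtracted, chosen after seeing the data, it was 0.616 within these 6 libraries (exact permutation p = 0.361) and 0.517 over the 9 (exact permutation p = 0.389). For the log2 of the summed TPM, after subtracting the stage means, r over the 9 libraries was 0.359 (exact permutation p = 0.088, adjusted 0.176) and rho 0.533 (exact permutation p = 0.0556, adjusted 0.111), and without the 2 farthest libraries r was 0.705.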

The lncRNA *G13560* with a high abundance was similar to that of the steroid-related genes (Figure 6b). The lncRNAs were also up-regulated at the ZT20 stage, and their expression patterns in each stage were validated using qPCR (Figure 6c). Further validation was achieved by co-expressing both lncRNA with mRNA in cultured granulosa cells and treating with or without LH, which was to identify the impact of LH on the expression of transcripts. Expression of both lncRNA and mRNA were up-regulated following the LH treatment (Figure 6d). Based on these results, lncRNA *G13560* may be involved in regulating steroid signaling and associated with changes in LH levels during the ovulatory period.

### 3.7. Validation of mRNAs and lncRNAs

The accuracy of the identified transcriptome expression results in each stage was verified by selecting three paired DELs and DEGs (*G17003*-*LRP8*, *G5405*-*TRAF2*, and *G4510*-*TTYH3*) and validating their expression patterns from RNA-seq results by qPCR (Figure 7a). The relative expression pattern of DELs and DEGs of each stage determined by quantitative real-time PCR was compared with the transformed log2 (TPM + 1) values of RNA-Seq. 

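In the RNA-seq libraries, TTYH3 (ENSGALG00000004310, chromosome 14, 3249590 to 3315833) had a log2(TPM + 1) of 4.84 ± 0.467 (SD, n = 3) at ZT0, 2.99 ± 0.990 (SD, n = 3) at ZT12 and 9.68 ± 0.104 (SD, n = 3) at ZT20. The lncRNA G4510 had 3.79 ± 0.392 (SD, n = 3), 1.98 ± 1.05 (SD, n = 3) and 8.41 ± 0.161 (SD, n = 3) at the same stages. G17003 had 0.97 ± 0.499 (SD, n = 3), 0.43 ± 0.345 (SD, n = 3) and 5.56 ± 0.593 (SD, n = 3). G5405, on chromosome 17 from 686656 to 740597 with 2 exons, had 4.64 ± 0.234 (SD, n = 3), 3.25 ± 0.768 (SD, n = 3) and 6.34 ± 0.423 (SD, n = 3). All 4 were called higher at ZT20 than at ZT12 by limma, with log2 fold changes of 6.69 for TTYH3, 6.44 for G4510, 5.13 for G17003 and 3.09 for G5405. Between ZT12 and ZT0 only TTYH3 was called (adjusted p = 0.0224 from limma), and under median ratio scaling it was not (adjusted p = 0.0586, with 0.0237 to 0.0793 over all its alternatives). LRP8 and TRAF2 are not analysed here, as no identifier was paired with their symbols.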

The DELs and DEGs were expressed in granulosa cells at the three development stages and the expression pattern of DELs with DEGs was consistent with the calculated results from the RNA-seq data, and the high expression levels occurred at the ZT20 stage (Figure 7b). These results illustrated the reliability of our RNA-seq data and the usefulness of the analysis method in the relationship predication of lncRNAs and mRNAs.

## 4. Discussion

Non-coding and protein-coding RNAs have been widely studied in the reproductive system, including in ovary, oocyte, and granulosa cells [32,33,34]. However, studies on chicken follicle development based on changes in LH concentration to explore the functional coregulation of lncRNAs and mRNAs are rare. In this study, a comprehensive analysis of lncRNAs and mRNAs according to the daily serum LH level before ovulation was conducted, and functional features of follicle development both in mRNA and lncRNA levels were identified during the ovulatory cycle (Figure 7b). Furthermore, the expression levels of highly abundant lncRNA and the co-expressed mRNA were verified in cultured granulosa cells, which were treated with LH to mimic a surge of LH in vivo (Figure 6).

Domestic laying hens ovulate approximately every 24 h and thus act as an ideal animal model for investigating the biological process of follicle maturation and ovulation. The F1 follicle, known as the largest yellow follicle before ovulation, is intricately linked to the regulation of the hypothalamus-pituitary-ovary axis to maintain the ovulatory cycle. In this study, the oviposition time was monitored to obtain a chicken population with a regular ovulatory cycle of approximately 24 h. To identify the functional features of lncRNAs and mRNAs in the F1 follicle before ovulation events, three stages of the ovulatory cycle were selected based on the changes in serum LH concentration (Figure 1). Additionally, the current study showed that chicken oviposition occurs before the ZT0 stage, suggesting that the LH surge could trigger ovulation events after the ZT20 stage to maintain the ovulatory cycle.

The F1 follicle could influence follicular development and the ovulatory cycle by regulating hormone levels. Secretion of progesterone is sensitive to the LH surge [35], which occurs in granulosa cells of the F1 follicle. This complicated process of events requires a highly orchestrated program of gene expression and is regulated by various factors. According to the present study, lncRNAs and mRNAs tended to display a stage-dependent expression profile, consistent with other studies [36,37,38]. Hierarchical clustering and t-SNE analyses demonstrated that expression profiles between the ZT20 and ZT12 stages were markedly different from those of the ZT12 and ZT0 stages (Figure 2a,b), suggesting that the expression changes of lncRNAs and mRNAs were associated with serum LH level during the ovulatory cycle. By contrast, the similar expression profiles at the lncRNA and mRNA levels of the ZT0 and ZT12 stages before the LH surge implies that massive molecular and physiological changes associated with follicle development occurred during the LH surge period. Additionally, an identical pattern was observed between lncRNA and mRNA expression, consistent with a study of Yang et al. [39], indicating that the dynamic changes in lncRNA and mRNA transcriptomes function coordinately in related physiological processes. Briefly, these results suggest that the samples were reliable and could be used for further analyses.

In the present study, ZT0, ZT12, and ZT20 represent three different stages of F1 follicle development during the ovulatory cycle. Enrichment analysis of DEGs revealed that almost all stages were enriched in follicle development-related terms (Figure 3). Before the LH surge stage, the enriched GO and pathway terms among the up-regulated DEGs at the ZT0 and ZT12 stages were predominantly related to developmental processes and metabolism processes (Figure 3). The ZT0 and ZT12 stages prior to the LH surge had many overlapping functional enrichment terms, including response to growth factor (GO:0070848), transforming growth factor beta receptor signaling pathway (GO:0007179), TGF-beta signaling pathway (hsa04350), response to growth factor (GO:0070848), and lipid biosynthetic process (GO:0008610) (Figure 3b,c, Table S4). This indicated that granulosa cells of the F1 follicle continued to proliferate to meet the deposition of yolk until the F1 follicle reached matured phase, consistent with the results of other studies [40,41]. The ZT0 and ZT12 stages represent the early and middle stages, respectively, of the ovulatory cycle. Follicle theca cells produce androgens that could diffuse to granulosa cells and then convert to estrogens in response to follicle-stimulating hormone (FSH). FSH is known to stimulate the proliferation of immature granulosa cells via multiple signaling pathways, such as the PI3K/AKT pathway, which was enriched at the ZT0 stage and is involved in cell proliferation [42,43]. The gene *PDGFA*, encoding platelet-derived growth factor subunit A protein, is enriched in the PI3K/AKT pathway and had a higher level of expression at the ZT0 stage, suggesting that granulosa cells were highly proliferative at the early of the ovulatory cycle, consistent with results of other studies [44,45]. Moreover, lipid-related genes were mainly enriched at the ZT12 stage, including lipid biosynthetic process (GO:0008610), membrane lipid biosynthetic process (GO:0046467), lipid transport (GO:0006869), and metabolism of lipids (R-HSA-556833) (Figure 3b,c, Table S4). 

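PDGFA (ENSGALG00000003642) lies on chromosome 14 from 1992390 to 2013345 and has 6 exons in Table S2. Its TPM was 40.4 ± 8.68 (SD, n = 3) at ZT0, 11.4 ± 0.424 (SD, n = 3) at ZT12 and 112 ± 37.7 (SD, n = 3) at ZT20. It fell by 1.71 on the log2 scale between ZT0 and ZT12 (standard error 0.224, adjusted p = 0.00535 from limma) and by 1.39 under median ratio scaling. Between ZT12 and ZT20 it rose by 3.14 (standard error 0.224, adjusted p = 1.53e-06 from limma), and it was higher at ZT20 than at ZT0 by 1.42 (adjusted p = 0.000398 from limma), with the 3 ZT20 libraries above the 3 ZT0 libraries.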

In the F1 follicle, the deposition of large amounts of yolk lipids was associated with cell proliferation and very-low-density lipoprotein transportation. Genes related to lipid metabolism were enriched at the ZT12 stage, which are essential for promoting the deposition of yolk protein and synthesis of lipids before the LH surge stage [46], For example, *FASN* is involved in lipid metabolism to regulate steroidogenesis in granulosa cells [47], and the observation that this gene was enriched in the ZT12 stage was consistent with the results of another study [48]. These findings suggested that cell proliferation and lipid metabolism in granulosa cells plays a pivotal role in follicle development before the LH surge stage [49,50,51].

In the LH surge stage (ZT20 stage), the up-regulated transcripts were mainly related to oxygen stress, steroid regulation, and ovulation events (Figure 3d,e, Table S4), and these can be used to characterize features of the F1 follicle during the ovulatory period. According to the results of enrichment analysis, four DEGs were related to stimulation (GO:0032870: response to oxygen levels, GO:0000302: response to reactive oxygen species, and GO:0006979: response to oxidative stress), four DEGs related to steroids regulation (GO:0071383: cellular response to steroid hormone stimulus, GO:0048545: response to steroid hormone, and GO:0008202: steroid metabolic process). Genes related to oxidative stress and steroids regulation were highly expressed in the ZT20 stage, which imply that these genes play a crucial role in the regulation of steroids regulation in granulosa cells, and this is in line with the findings that oxidative stress had an impact on the production of steroid hormones in granulosa cell [52]. In addition, the occurrence of oxidative stress was linked to the excessive production of reactive oxygen species, which is a mediator of follicle ovulation [53]. 

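Of the 65 genes Table S4 lists for response to oxidative stress among the up-regulated DEGs, 12 had an identifier, and all 12 were higher at ZT20 than at ZT12, with a median log2 fold change of 2.16, and 11 were called. The term is also listed with 65 genes among the down-regulated DEGs. There 9 had an identifier, all 9 were lower at ZT20, with a median of -0.97, and 3 were called. Both lists were made by the paper by direction in the same libraries, so the direction is no independent check.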

Additionally, target genes of DELs involved in oxidative stress were also enriched at the ZT20 stage (Figure 4b, Table S6). Thus, these findings indicated that oxidative stress and steroid regulation contribute to the ovulatory events [54,55] when the follicle reached the matured phase at the ZT20 stage. Furthermore, up-regulated DEGs at the ZT20 stage (LH surge stage) were also related to inflammatory processes, including acute inflammatory response to antigenic stimulus (GO:0002438), hallmark inflammatory response (M5932), and regulation of inflammatory response (GO:0050727) (Figure 3d,e, Table S4). The ovulatory process is initiated when the LH concentration increases above circulating levels present during the ovulatory cycle [56], therefore the F1 follicle reached the mature phase at the ZT20 stage. Results from the current study showed that many genes with high expression levels at the ZT20 stage are routinely associated with the inflammatory process. This implies that the surge in LH activates specific signaling cascades and transcription factors that initiate the preovulatory follicles to undergo complex processes, and these processes display many similarities to inflammatory processes. These findings in line with many studies showed there is a high degree of analogy between inflammation and ovulation events, and that the ovary follicle undergoes in response to an ovulatory LH stimulus [57,58,59,60,61]. For example, *RGS16* was highly expressed at the ZT20 stage and encodes a regulator of G protein signaling 16, which modulates inflammation [62], is involved in the LH cascade in granulosa cells [63], and is necessary for EGFR-mediated follicle ovulation [5,64,65,66]. Thus, the inflammatory process enriched at the ZT20 stage could contribute to the ovulatory events in the chicken.

Time-series analysis was adopted to explore the dynamic expression pattern of lncRNAs and mRNAs, which revealed that both lncRNAs and mRNAs were dynamically expressed and had similar expression patterns during the ovulatory cycle. DEGs in cluster 10 were up-regulated at the ZT20 stage and were mainly related to oxidative stress, steroids regulation, and ovulation events, including response to growth factor (GO:0070848), stress-activated protein kinase signaling cascade (GO:0031098), response to oxygen levels (GO:0070482), ovarian steroidogenesis (ko04913), and ovulation (GO:0030728) (Figure 5, Table S9), implying that these highly expressed genes could contribute to follicle maturation and ovulatory process. For example, *RGS2* was involved in the ovulation events [59], and *STAR* was the highest expressed DEG at the ZT20 stage (Figure 6c), which is related to steroidogenesis and encodes a steroidogenic acute regulatory protein that is instrumental in steroid hormone synthesis and ovulation during follicle development [67,68,69].

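STAR (ENSGALG00000003242, chromosome 22, 2288879 to 2291815, 7 exons) had a TPM of 1738 ± 631 (SD, n = 3) at ZT0, 1531 ± 179 (SD, n = 3) at ZT12 and 13572 ± 2981 (SD, n = 3) at ZT20. Its log2 fold change between ZT20 and ZT12 was 3.13 (standard error 0.301, adjusted p = 1.25e-05 from limma). By mean TPM at ZT20 it ranked first of the 2001 DEGs higher at ZT20, rank 2 of all 3465 DEGs and rank 4 of all 12472 mRNAs. The DEG above it, ENSGALG00000012263, was lower at ZT20 (25092 TPM) than at ZT12 (80404 TPM). By the size of the rise, 332 DEGs exceeded STAR. RGS2 is not analysed here.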

Furthermore, gene expression correlation coefficients were calculated to directly predict the functional correlation of lncRNAs across three stages of the ovulatory cycle (Figure 6). The highly abundant lncRNA *G13560* had similar expression patterns to the steroid-related genes in the RNA-seq data over the three stages, which showed the highest expression at the ZT20 stage (Figure 6b). This implied that these genes involved in steroids regulation associated with changes in serum LH levels. Due to the lack of lncRNA annotation, especially lncRNA in farm animals like chickens, the co-expressed targets of lncRNA could be to predict the lncRNA functions. 

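Within the 6 ZT0 and ZT12 libraries, Pearson's r of log2(TPM + 1) of G13560 with that of STAR was 0.290 (exact permutation test, two-sided, p = 0.564, adjusted 0.564 over 4 relations), and after subtracting the stage means it was 0.333 over the 9 libraries (exact permutation p = 0.088, adjusted 0.176). Spearman's rho was 0.600 (exact permutation p = 0.242, adjusted 0.242) and 0.533 (exact permutation p = 0.0556, adjusted 0.111). Without the 2 libraries farthest from the median of G13560, r was -0.0788 within ZT0 and ZT12 and 0.717 with stage means subtracted. No r is given over the 9 libraries as they stand, because ZT20 lies apart, and the r within ZT0 and ZT12 still holds the difference between these 2 stages.

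**Figure D2:**
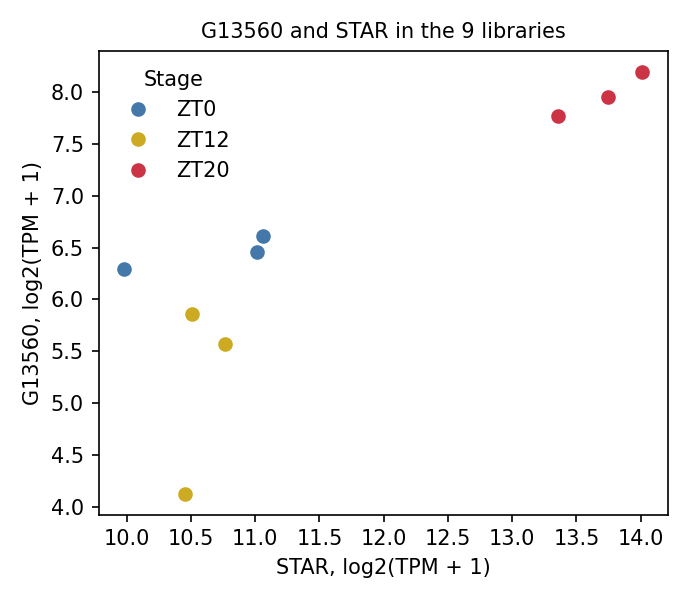
Log2(TPM + 1) of G13560 against that of STAR in the 9 libraries, each point a hen, coloured by stage. The 3 ZT20 libraries lie apart at the upper right, with STAR above 13.3, and STAR is below 11.1 in the other 6.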

The abundance of *G13560* and *STAR* with a high correlation coefficient over the ovulatory cycle were highly expressed in the ZT20 stage. Then, the cultured cells were treated with LH, and both the co-expressed genes were also upregulated in vitro (Figure 6d). Thus, we propose that *G13560* and *STAR* may co-regulate the functions activated by LH surge-induced cascade in granulosa cells. All of the above findings suggested that the biological functions of the DEGs and DELs regulate follicle development in chickens during the ovulatory cycle.

## 5. Conclusions

In the present study, the chicken preovulatory follicle (F1) underwent the ZT0, ZT12, and ZT20 stages during the ovulatory cycle. The study provides a comprehensive analysis of lncRNAs and mRNAs in chicken granulosa cells. Thousands of lncRNAs were annotated, and the most differentially abundant genes were detected in the ZT20-ZT12 group, and functional features of the lncRNAs and mRNAs at each stage were revealed, which was also associated with the changes in serum LH level. Furthermore, the expression of lncRNA *G13560* and its co-expressed mRNA were verified in cultured granulosa cells with LH treatment. The comprehensive data generated in this study provides the foundation for future investigations to improve the reproductive performance of chickens and explore the mechanisms responsible for female ovarian diseases.

## Figures and Tables

**Figure 1:**
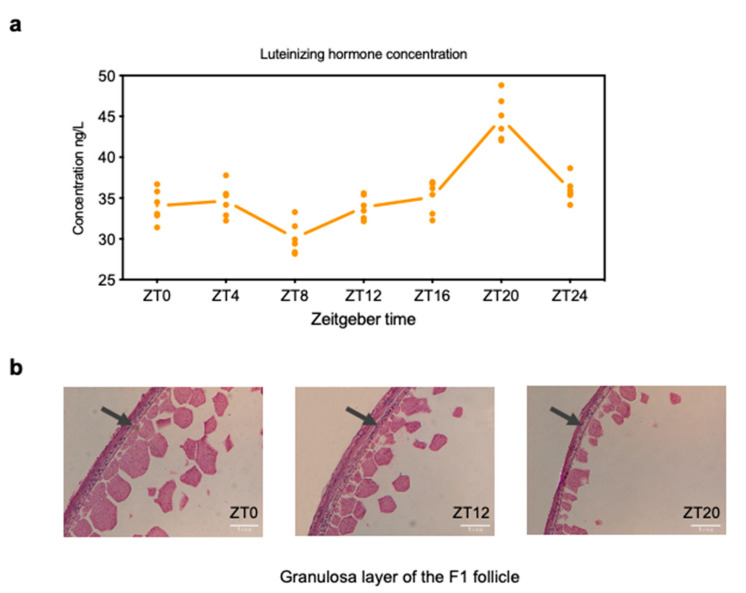
Changes in serum luteinizing hormone (LH) level and H&E-stained follicle granulosa layer among three stages of the ovulatory cycle. (**a**) LH concentration was measured in chicken serum during the ovulatory cycle (4-h intervals from ZT0 to ZT24 and six repetitions for each stage), and the highest LH level was detected at the ZT20 stage. (**b**) Chicken F1 follicles were embedded in paraffin and stained with hematoxylin and eosin (H&E) at ZT0, ZT12, and ZT20. ZT0 (9:00 a.m.), ZT12 (9:00 p.m.), and ZT20 (5:00 a.m.) represent the early, middle, and LH surge stages, respectively, of the ovulatory cycle.

**Figure 2:**
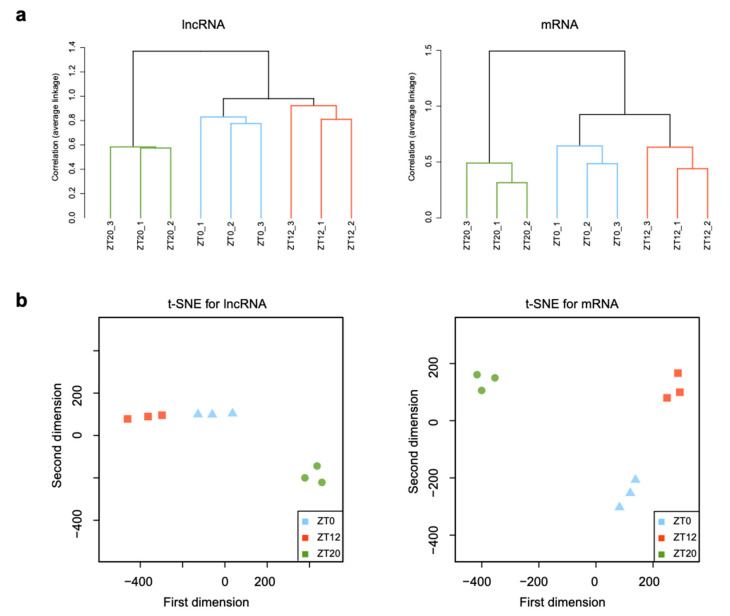
Global gene expression profiles of the F1 follicle during development. Hierarchical clustering of all samples (**a**) and t-SNE plot (**b**) of lncRNAs and mRNAs based on expression profiles in different development stages. The top and left panel is the sample and gene tree, and the value represents the log2 transformed values of (TPM + 1). ZT0 (9:00 a.m.), ZT12 (9:00 p.m.), and ZT20 (5:00 a.m.) represent the early, middle, and LH surge stages, respectively, of the ovulatory cycle.

**Figure 3:**
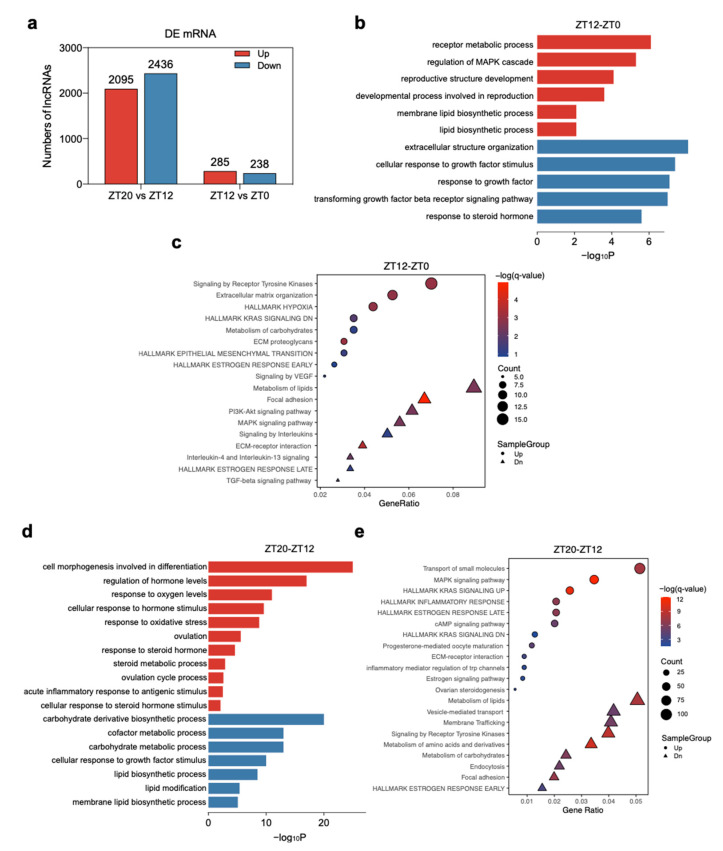
Gene ontology (GO) and pathway analysis of differentially expressed genes (DEGs) during follicle development in the chicken ovulatory cycle. (**a**) Number of DEGs in pairwise stages. (**b**) Enriched GO terms (top) and (**c**) pathways (bottom) of DEGs in ZT12 vs. ZT0 group. (**d**) Enriched GO terms (left) and (**e**) pathways (right) of DEGs in ZT12 vs. ZT0 group. Directly up-regulated (red) and down-regulated (blue) gene numbers and ontologies are shown.

**Figure 4:**
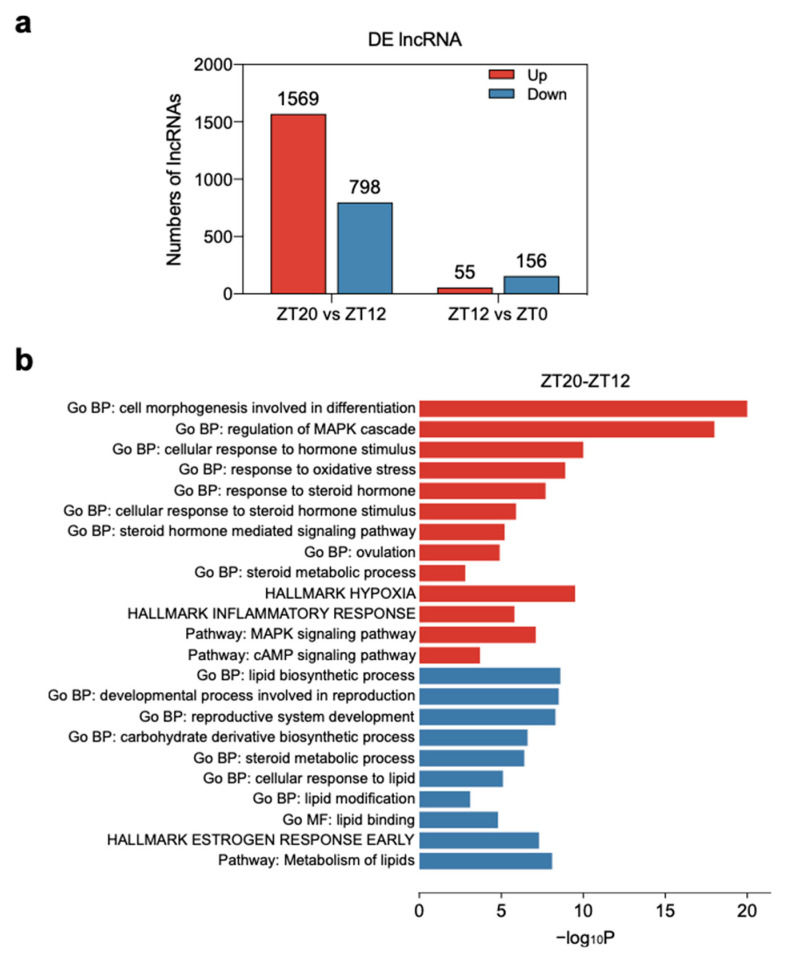
Gene ontology (GO) and pathway analysis of differentially expressed genes (DEGs) during follicle development in the chicken ovulatory cycle. (**a**) Number of DELs in pairwise stages. (**b**) Enriched GO terms (up) and pathways (bottom) of DEGs in ZT20 vs. ZT12 group. The up-regulated (red) and down-regulated (blue) gene numbers and gene ontology terms are shown.

**Figure 5:**
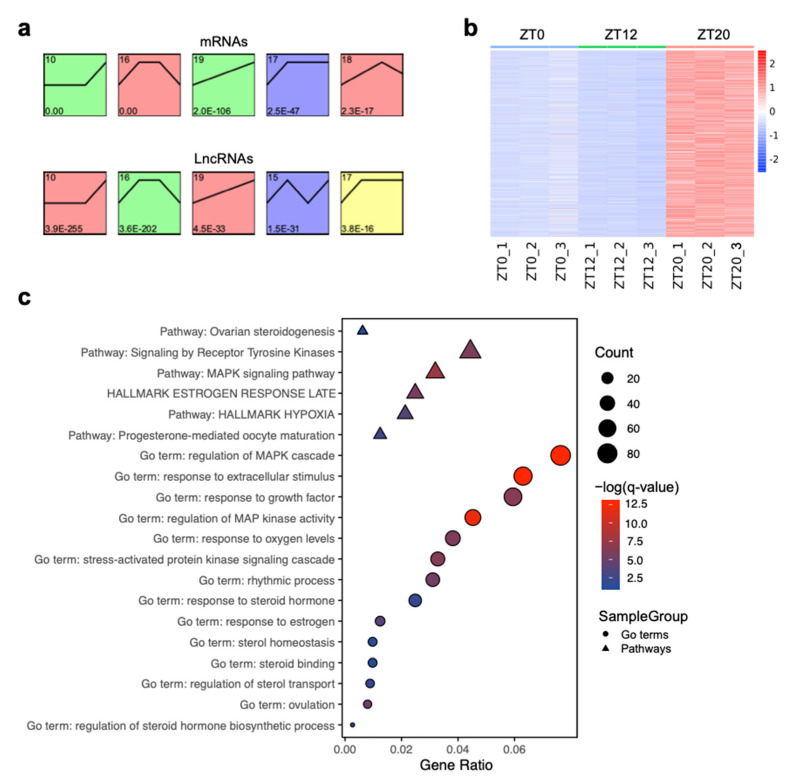
Expression patterns of the time-series clusters. (**a**) STEM analysis identified the temporal expression profiles of differentially expressed genes (DEGs) and differentially expressed lncRNAs (DELs) with *p* < 0.05. The profile number in the top left corner of each profile box was assigned by STEM. The number in the bottom left represents the adjusted *p*-value. (**b**) A heatmap of the transcripts’ expression in cluster 10 based on normalized data of expression values. (**c**) Enriched GO terms (circle) and pathways (triangle) of DEGs in the cluster 10 module.

**Figure 6:**
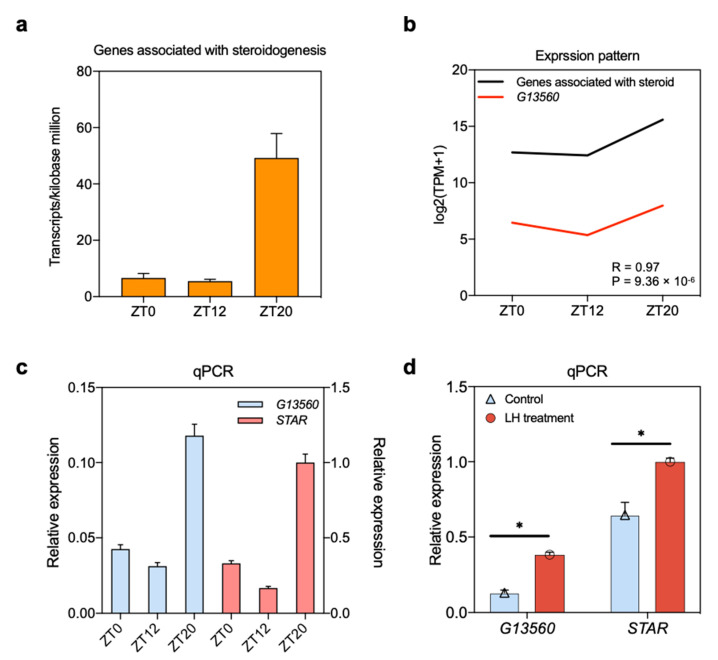
Expression and function of lncRNA *G13560* in follicle development during the chicken ovulatory cycle. (**a**) Expression of genes associated with steroid regulation was up-regulated in the ZT20 stage compared with the other two stages. (**b**) lncRNA was co-expressed with these steroid-related genes and displayed a similar expression pattern. (**c**) lncRNA *G13560* expression was confirmed by qRT-PCR among the three development stages. Data are shown as mean ± SD. (**d**) Co-expression of lncRNA and mRNA was validated in cultured granulosa cells with or without LH treatment. *STAR*, steroidogenic acute regulatory protein; *GAPDH* was used as a control. Data are means ± SD and are representative of at least three independent experiments. * *p* < 0.05. ZT0 (9:00 a.m.), ZT12 (9:00 p.m.), and ZT20 (5:00 a.m.) represent the early, middle, and LH surge stages, respectively, of the chicken ovulatory cycle.

**Figure 7:**
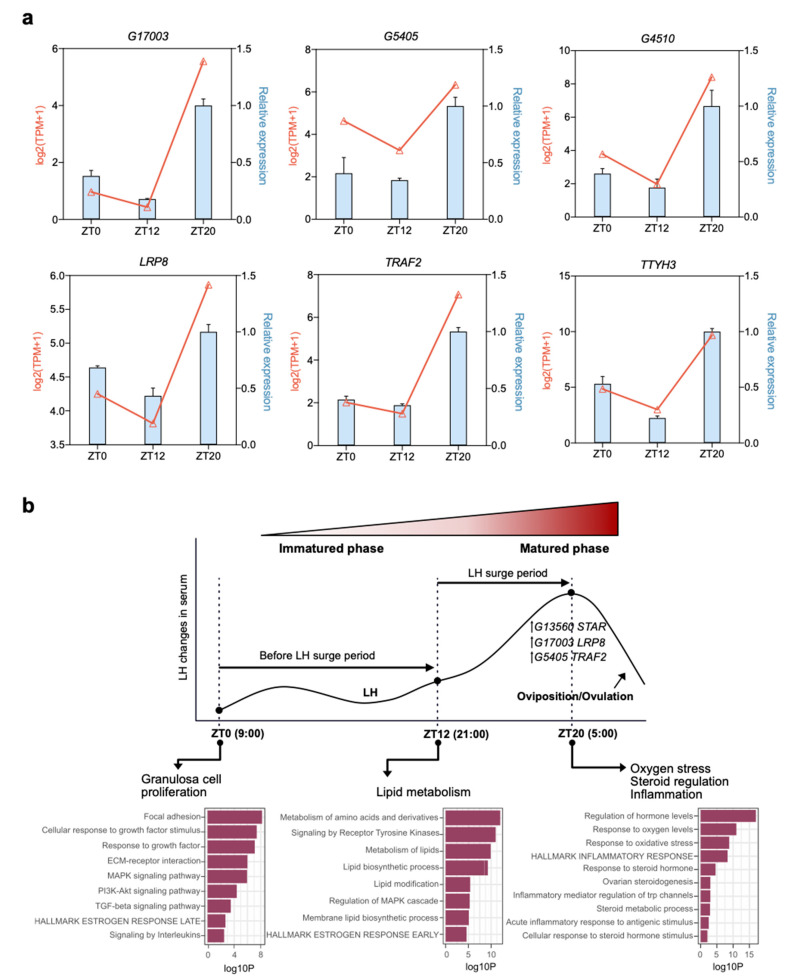
qPCR verification of differentially expressed genes (DEGs) and differentially expressed lncRNAs (DELs) during follicle development. (**a**) Expression patterns of three DELs (*G17003*, *G5405*, and *G4501*) and three DEGs (*LRP8*, *TRAF2*, and *TTYH3*) were validated by qPCR. The *x*-axis represents the three developmental stages during the ovulatory cycle. The *y*-axis represents the relative expression levels of each gene; the left blue color represents relative expression by qPCR, and the right red color is the value of RNA-seq data with log2(TPM + 1). Data are shown as means ± SD and are representative of at least three independent experiments. (**b**) Transcriptome-wide RNA sequencing dynamics to reveal main functional factors of granulosa cell during follicle development. ZT0 (9:00 a.m.), ZT12 (9:00 p.m.), and ZT20 (5:00 a.m.) represent the early, middle, and LH surge stages, respectively, of the chicken ovulatory cycle.

**Table 1:** Data summary of RNA-seq in granulosa cell of chickens.

Samples	Raw Reads	Raw Base(G) ^1^	Q20(%) ^2^	Q30(%) ^3^	GC Content(%) ^4^
ZT0_1	54,270,570	16.28	97.56	93.34	48.82
ZT0_2	56,376,040	16.91	97.34	92.95	48.92
ZT0_3	60,354,655	18.11	97.13	92.45	47.84
ZT12_1	67,301,276	20.19	97.35	92.91	51.37
ZT12_2	47,927,165	14.38	97.44	93.17	52.69
ZT12_3	61,112,368	18.33	97.44	93.17	55.09
ZT20_1	58,567,244	17.57	97.59	93.41	48.12
ZT20_2	53,311,100	15.99	97.53	93.27	47.93
ZT20_3	52,926,730	15.88	97.17	92.61	54.05

^1^ G, Giga base; ^2^ Q20, a quality score of 20 represents an error rate of 1 in 100, with a corresponding call accuracy of 99%; ^3^ Q30, a quality score of 30 represents an error rate of 1 in 1000, with a corresponding call accuracy of 99.9%; ^4^ GC, the proportion of guanine (G) and cytosine (C) bases in the four DNA bases, also including adenine and uracil in RNA. ZT0 (9:00 a.m.), represents the early stage of the ovulatory cycle; ZT12 (9:00 p.m.), represents the middle stage of the ovulatory cycle; ZT20 (5:00 a.m.), represents the LH surge stage.

## Data Availability

The raw reads generated for this study were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) with accession number GSE152268 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE152268, accessed on 28 April 2021). The remaining data that support the findings of this study are available from the corresponding author upon reasonable request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ani11061533/s1, Additional file 1: the custom scripts and options of bioinformatics tools in this study. Additional file 2: Genomic characteristics of lncRNAs and mRNAs; Additional file 3: The sequences of identified lncRNAs; Additional file 4: The number of DE-lncRNAs and DEGs in different clusters produced by STEM; Table S1: Primer sequences of selected transcripts for qPCR; Table S2: The information of all the identified transcripts in chicken follicle; Table S3: Differentially expressed mRNAs in pairwise stages; Table S4: Functional categories of differentially expressed mRNAs in pairwise stages; Table S5: Differentially expressed lncRNAs in pairwise stages; Table S6: Functional categories of DEGs co-localized with DE-lncRNAs; Table S7: Lists of mRNAs in different cluster profiles of STEM; Table S8: Lists of lncRNAs in different cluster profiles of STEM; Table S9: Functional categories of differentially expressed mRNAs in cluster 10 of STEM.

## Abbreviations

lncRNA	Long Non-coding RNA
LH	Luteinizing hormone
ZT	Zeitgeber time
ZT0	The early stage of the ovulatory cycle at 9:00 a.m.
ZT12	The middle stage of the ovulatory cycle at 9:00 p.m.
ZT20	The LH surge stage at 5:00 a.m.
LH	Luteinizing Hormone
TPM	Transcripts Per Kilobase Million
STEM	Short time-series expression miner
DEGs	Differentially expressed genes
DELs	Differentially expressed lncRNAs
DMEM	Dulbecco’s modified Eagle’s medium
DXM	Dexamethasone
qPCR	Quantitative real-time PCR
H&E	Hematoxylin and Eosin
t-SNE	t-Distributed stochastic neighbor embedding
GO	Gene Ontology
PDGFA	Platelet-Derived Growth Factor Subunit A
FASN	Fatty Acid Synthase
RGS16	Regulator of G protein signaling 16
EGFR	Epidermal Growth Factor Receptor
RGS2	Regulator of G Protein Signaling 2
STAR	Steroidogenic Acute Regulatory Protein
KEGG	Kyoto Encyclopedia of Genes and Genomes

How the deposited data were processed for this re-analysis (not part of the article)

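RNA of F1 granulosa cells from 9 hens, 3 at each of ZT0, ZT12 and ZT20, was analysed from the values the authors deposited. Stage and replicate of each library were taken from the sample labels. All columns of both tables were mapped to a library. Hens of different stages share replicate numbers only as labels.

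The authors aligned paired-end reads with STAR to the Ensembl Gallus_gallus genome, assembled transcripts with Cufflinks, merged them with TACO, kept lncRNAs by coding potential and quantified TPM with Kallisto. They deposited log2 values, one table for mRNAs and one for lncRNAs, and the paper gives log2(TPM + 1) for its figures, while its methods name no transform for the tables. The deposited log2 values were turned back into TPM with a pseudocount of 1 for mRNAs and 2 for lncRNAs, the latter inferred from the values. The test design had assumed TPM values, and it was applied to the TPM recovered in this way. The differential expression test of the authors, DESeq2, needs counts and was not run here. TPM values hold no depth, so the depth of a value is unknown, and no interval for counting error is given.

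Transcripts above 0.1 TPM in at least 1 library were kept. limma 3.58.1 in R 4.3.3 was fitted on log2(TPM + 1) to all 9 libraries with the 3 stage means, 6 residual degrees of freedom and a mean-variance trend, separately for mRNAs and lncRNAs, with Benjamini-Hochberg adjustment. DEGs and DELs had an absolute log2 fold change above 1 and an adjusted p under 0.05. The fit was tested on simulated data in which 200 genes were changed by 2 log2 units: 191 of 200 were recovered for mRNAs with 4 false calls, and 140 of 200 (70%) for lncRNAs with 8 false calls. The changed genes were drawn from those with a mean log2(TPM + 1) above 2. The lncRNA medians of the libraries reached at most 1.19, so the recovery does not describe lncRNAs at typical levels. A first version of this test asked for more than 80% recovery, which the lncRNAs missed, so the requirement was replaced by limits on the error of the effect size and on the share of false calls. Where nothing was changed, neither kind gave a call. The simulated noise was independent between genes, with no shift common to a library, so false calls from such a shift were not tested.

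Correlations between libraries, levels of lncRNAs and mRNAs, and sets of genes were tested by exact permutation in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Pairs of DELs and DEGs within 100 kb were tested with 10000 re-pairings. The tests on library correlations and on pairs were also tested on simulated data.

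Gene names and positions come from the part of Table S2 used here, which pairs 1824 mRNAs with a symbol and gives positions of 1998 mRNAs and 1220 lncRNAs. The reference table of gene symbols did not pair with the identifiers. Genes to be named were those the paper names, where their symbol could be paired, and the 3 mRNAs with a symbol and 2 lncRNAs with the largest change each way, for ZT12 against ZT0 and ZT20 against ZT12, among called transcripts whose libraries of the compared stages do not overlap. This rule was written before the data were examined, and so were all alternatives except those named in the closing section. Members of the terms in Table S4, G13445, ENSGALG00000012263 and CDO1 were singled out after their values were seen. Sets of marker genes for cell types and pathways were paired at 0 to 40% and their tests are void. LRP8, TRAF2, FASN, RGS16, RGS2 and GAPDH, transcript lengths, enrichment, qPCR, hormone levels and cultured cells were not analysed here.

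The alternatives were another pseudocount, other filters on low TPM, median ratio scaling, quantile normalization, a fit without a trend, a fit of only the compared stages, no fold change threshold, a replicate block, one fit for mRNAs and lncRNAs, and each library left out in turn. Corrections for the GC content of genes were planned and not run.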

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

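The lncRNA G13445 held 5.05% of all TPM on average over the 9 libraries, and the paper does not discuss it. It was the lncRNA with the highest TPM in each of the 9 libraries, with 35728 to 71629 TPM, and made up 34.1 to 54.0% of the TPM of all lncRNAs in a library. Between ZT12 and ZT0 its log2 fold change was not called. It has no position in the part of Table S2 used here. A few transcripts taking a large share of the TPM, reads shared with a repeated or highly expressed sequence, and RNA left by the depletion of ribosomal RNA were not tested, nor was a biological explanation, so these cannot be told apart. G13445 was singled out after its values were seen.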

How the results depend on the processing

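The alternatives were set before the data were examined, except the GC covariate, the rescaling without the 10 highest genes, the second reading of the lncRNA table (log2(TPM + 1) plus 1) and 2 correlations named below. Where a number changed, the cause was not tested.

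DEGs between ZT12 and ZT0 (481) numbered 785 with a pseudocount of 0.1, 203 with median ratio scaling (101 higher, 102 lower), 215 with quantile normalization (115 higher, 100 lower), 2089 without a fold change threshold, 4 with the GC covariate, where 2157 had an unadjusted p under 0.05, and 299 (93 higher, 206 lower) without the 10 highest genes. Of the 203 and 215, 164 and 162 were shared with the 481. Leaving out each library in turn gave 196 to 699. Without a fold change threshold, DEGs between ZT20 and ZT12 numbered 6638 and those between ZT20 and ZT0 6676. The other alternatives kept both within 1.5 times 3465 and 3512, and leaving out each library gave 3427 to 3509 and 3410 to 3657. Between ZT20 and ZT0, median ratio scaling turned 1442 higher and 2070 lower into 1729 and 1564, and quantile normalization into 1653 and 1656. Between ZT20 and ZT12, 2001 higher and 1464 lower became 1886 and 1643 with median ratio scaling, 1757 and 1770 with quantile normalization, and 1866 and 1932 without the 10 highest genes.

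DELs between ZT12 and ZT0 (6) numbered 2 without a filter on low TPM, 23 with at least 1 TPM in at least 3 libraries, 14 without a trend, 2 with only the 2 stages compared, 238 (9 higher, 229 lower) in one fit with mRNAs, 2 with the GC covariate, 3 without the 10 highest genes and 2 to 17 with each library left out. Median ratio scaling gave 7 (5 higher, 2 lower). DELs between ZT20 and ZT12 (1541) numbered 2474 with a pseudocount of 0.1 and 2423 without a fold change threshold, and those between ZT20 and ZT0 (1355) 2104 and 2218. Leaving out each library gave 1326 to 1647 and 1179 to 1425. Median ratio scaling moved the split between ZT20 and ZT12 from 1185 higher and 356 lower to 786 and 642, quantile normalization to 729 and 704, and leaving out ZT12 replicate 3 to 968 and 487. With the lncRNA table read the second way, chosen after seeing the data, DELs numbered 4 between ZT12 and ZT0, 1110 (877 higher, 233 lower) between ZT20 and ZT12 and 980 between ZT20 and ZT0, and the median level of lncRNAs minus that of mRNAs was -3.08.

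With the replicate number as a block, DEGs numbered 388, 3466 and 3512 between ZT12 and ZT0, ZT20 and ZT12, and ZT20 and ZT0, and DELs 4, 1488 and 1313. Same-numbered libraries are different hens, and the mean correlation of their deviations from the stage means was -0.0333 for mRNAs and -0.0216 for lncRNAs, so the numbers pair nothing.

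The library correlations, the separation of ZT20 and the lower level of lncRNAs kept their direction and their side of the threshold under every alternative run. Leaving out each library gave correlation differences of 0.0925 to 0.114 (mRNAs) and 0.108 to 0.140 (lncRNAs), and separations of 0.138 to 0.148 and 0.143 to 0.169. The rise of the steroid-related genes was 1178 to 1436 TPM with each library left out, 233 without STAR, 35.5 without the 3 genes with the highest mean TPM, and 686 with the paired down-regulated genes of their terms added. The paper chose these genes for their rise in the same libraries and 3 against 3 libraries cannot pass the threshold, so these values show no stability. The correlation of G13560 with the steroid-related genes passed the threshold only with the mean log2(TPM + 1) of the genes (r = 0.850, exact permutation p = 0.0278). That test ignores stage, and with stage means subtracted, chosen after seeing the data, r was 0.616 within ZT0 and ZT12 (exact permutation p = 0.361) and 0.517 over the 9 libraries (exact permutation p = 0.389). The share of DEL and DEG pairs with the same direction, 67.2%, was 53.3% within 10 kb, 58.1% for lncRNAs that overlap no gene and 45.5% for intergenic lncRNAs, where it was below that of random re-pairing. With a pseudocount of 0.1 it was 71.8%.

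STAR changed by -0.11 between ZT12 and ZT0, by 0.23 with median ratio scaling, and by -0.46 to 0.075 with each library left out. It was not called in any of these. Among the 35 results of single genes, 31 values were weaker, 1 stronger and 3 reversed of 420 computed.

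The GC corrections of genes and their combination with the replicate block were not run, because no genome was used here. Without counts, the test with DESeq2 was not run. The depth behind low values is unknown.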

Differences from the paper's values

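The counts here come from limma on TPM without further scaling of the libraries, and the paper's from DESeq2. These methods are unlike, and which step makes a difference was not tested. For ZT12 against ZT0, 67 DEGs were higher and 414 lower, against the paper's 285 and 238. A count is taken as near the paper's when it is within 1.5 times of it, which can still leave many genes between them. No alternative brought the first count that near. The second was brought there by the replicate block (331), by one fit with lncRNAs (335), by leaving out ZT0 replicate 2 (290) or 3 (166) or ZT12 replicate 2 (192) or 3 (217), and by the rescaling without the 10 highest genes (206), which was chosen after seeing the values. The total, 481 against the paper's 523, left that range when a replicate was left out in this way (340, 196, 222 and 282), with that rescaling (299), and also with a pseudocount of 0.1 (785), median ratio scaling (203), quantile normalization (215), no fold change threshold (2089) and, chosen after seeing the values, the GC covariate (4, with 2157 at an unadjusted p under 0.05). With median ratio scaling, 101 DEGs were higher and 102 lower at ZT12 against ZT0. For ZT20 against ZT12, 1464 DEGs were lower, against the paper's 2436. A pseudocount of 0.1 (1897), median ratio scaling (1643), quantile normalization (1770), no fold change threshold (2872), and 2 settings chosen after seeing the values, the GC covariate (1636) and the rescaling without the 10 highest genes (1932), came within 1.5 times, all but the no-threshold count still below. The other alternatives set before the data were examined did not. Without the threshold the higher ones, 2001 against the paper's 2095, left that range (3766).

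For ZT12 against ZT0, 6 DELs were called, 1 higher and 5 lower, against the paper's 211, 55 and 156. One fit of mRNAs and lncRNAs brought the total (238) and the lower ones (229) within 1.5 times. No alternative did so for the higher ones. For ZT20 against ZT12, 1541 DELs were called against the paper's 2367. A pseudocount of 0.1 (2474), no fold change threshold (2423), leaving out ZT12 replicate 1 (1647) and, chosen after seeing the values, the rescaling without the 10 highest genes (1697) came within 1.5 times, the last 2 still below. Of the 1541, 356 were lower, against the paper's 798. A pseudocount of 0.1 (649), median ratio scaling (642), quantile normalization (704) and no fold change threshold (568) came within 1.5 times, all still below. The higher ones, 1185 against the paper's 1569, left that range with median ratio scaling (786), quantile normalization (729), without ZT12 replicate 3 (968) or ZT20 replicate 2 (1000) and, chosen after seeing the values, with the GC covariate (972) and the second reading of the lncRNA table (877).

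The log2 fold change of TTYH3 between ZT12 and ZT0 was -1.85, against the paper's -1.44, and fell within the error with median ratio scaling (-1.54) and without ZT0 replicate 2 (-1.83) or 3 (-1.63) or ZT12 replicate 3 (-1.28). That of PDGFA was -1.71, against the paper's -1.36, and did so with median ratio scaling (-1.39) and without ZT0 replicate 3 (-1.55). The paper's text pairs G5405 with TRAF2, while Table S1 lists qPCR primers for TRAF1, and which gene was measured was not resolved here. TRAF1 changed by -0.87 between ZT20 and ZT12 and was not called, against the paper's -2.05. No alternative brought it within the error, and with a pseudocount of 0.1 it was called at -1.64. G17003 changed by 5.13, against the paper's 6.86, and by 6.86 with a pseudocount of 0.1.

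The paper names STAR as the DEG with the highest expression at ZT20. It ranked first among DEGs higher at ZT20 and rank 2 among all DEGs by mean TPM. The paper describes PDGFA as higher at ZT0. Its TPM was higher at ZT0 (40.4) than at ZT12 (11.4), and highest at ZT20 (112). The mean TPM of the steroid-related genes at ZT20 in Fig. 6a is far lower than that of the 11 genes that could be followed (1455), which are a part of the set named in the text.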

Other observations

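The predictions for the tests below were written before their results were seen. The test on GC content was first run on transcripts with a mean of at least 1 TPM and then on all tested transcripts, as its prediction says, and both values are given.

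In each of the 6 comparisons, 1 of the 4 splits of the 6 libraries that part all same-numbered pairs, the real one, gave as many DEGs or DELs as the stages did. The other 3 gave at most 1 call. The 6 splits that leave same-numbered pairs together gave at most 2. So few splits cannot give a share under 0.05, whatever the calls.

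Libraries at ZT12 and ZT20 replicate 3 had the highest GC content in Table 1, so a part of the difference between ZT12 and ZT0 could be technical. If so, ZT20 replicate 3 would depart from its stage in the same genes. Pearson's r across genes between that departure and the change from ZT0 to ZT12 was 0.113 over 12472 mRNAs and 0.123 over 7414 lncRNAs (0.112 and 0.137 over those with a mean of at least 1 TPM). These values are small and lie between the limits set against (below 0.1) and for (above 0.3) such an effect, so the test does not show how much of the difference, if any, comes with GC content. ZT20 replicate 3 did not resemble ZT12 in the share of TPM held by its 10 highest transcripts (25.8%, with 33.5 to 38.8% at ZT12).

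More DELs were lower than higher at ZT12 against ZT0. A candidate explanation is a shift of all lncRNAs through the TPM scaling, since the 10 highest transcripts held 33.5 to 38.8% of TPM at ZT12 and 24.7 to 27.2% at ZT0. After median ratio scaling 28.6% of the DELs were lower, in a set of only 7 DELs, 2 of them lower. The 203 DEGs left by this scaling were 101 higher and 102 lower. The scaling centres the changes of all transcripts, which by itself brings the numbers higher and lower near each other, so neither split can tell a shift of the scale from a real fall of many transcripts. Rescaling without the 10 transcripts highest on average, which does not centre the changes and was chosen after seeing the data, left 93 DEGs higher and 206 lower, and 1 DEL higher and 2 lower. The median log2 fold change went from -0.28 to -0.13 for mRNAs and from -0.25 to -0.21 for lncRNAs. The 10 transcripts therefore accounted for a part of the shift of mRNAs and a small part of that of lncRNAs.

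DELs and DEGs within 100 kb changed in the same direction in 67.2% of pairs. Shared transcription or reads of overlapping pairs would raise the share among overlapping pairs. It was lower there by 11.2 percentage points (a difference of -11.2, 4 of 7 overlapping against 41 of 60 other pairs). With 7 overlapping pairs the test has little power, and other technical explanations, such as the choice of genes in the part of Table S2 used here, were not tested.

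G13560 follows STAR over the stages, which may be shared by many lncRNAs that rise at ZT20. Of the 1185 DELs higher at ZT20 than at ZT12, 537 (45.3%) had a correlation with STAR over the 9 libraries at least as high as that of G13560, and 127 (10.7%) had one above 0.95, the limit of the paper. These DELs were selected for being higher at ZT20, where STAR is also higher, which favours such correlations in advance, so the share cannot tell a relation to STAR from a difference at ZT20 that many lncRNAs share. As 537 DELs reached the correlation of G13560 and only 127 were above 0.95, G13560 itself was not above that limit here. The paper's methods name no scale for its correlations, so its value can differ.

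Table S3 lists 533 genes for ZT12 against ZT0, of which 523 are among the tested mRNAs, with 285 higher and 238 lower. The cis list of G5405 in Table S2 holds neither TRAF1 nor TRAF2. NR5A1 and POR, the other members of the steroidogenic pathway that could be followed beside STAR, had log2 fold changes of -2.06 and -2.11 between ZT20 and ZT12, while STAR rose. With 3 of 13 genes paired, no statement on the pathway is made.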
